A study of Mus musculus with 96 samples.

How the data were processed

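The series holds 96 libraries, each made from 1 cell of C10, a mouse lung line that the labels describe as alveolar type II epithelial. Of these, 48 came from untreated cells (control) and 48 from cells treated with RO-3306, a compound sold as an inhibitor of the kinase CDK1. The files hold no measure of that inhibition. Per the labels' protocols, the dose was 10 nM for 36 h, cells were sorted singly with a CellenONE dispenser, cDNA was made with SMART-seq v4, and single reads of 150 nt were sequenced. The series title names nanoSPLITS, a method that divides the lysate of a cell so that RNA and protein can be measured from it. The protein part was not analysed here.

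Each library has 1 file of expected counts per gene, which the authors made with featureCounts 2.0.3 per the file headers. The headers name the GRCm39 assembly and its RefSeq gene annotation. They record that reads were counted over whole gene spans, introns included, and that a read placed at several sites was split into equal fractions among them. They give no strand option and no option for reads over more than 1 gene. A count was called fractional when it was over 1e-06 from a whole number. By the tool's defaults such counts ignore strand and leave out reads that overlap 2 gene spans. The headers and labels do not state the aligner, trimming or read filters. The reads carry no molecular identifiers, so counts include PCR copies. Each file lists the same 40202 genes, and no 2 kept libraries held identical values.

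The labels name no culture, animal or passage, so cells were not treated as replicates and each treatment was 1 sample. No p-value, standard error or count of changed genes was computed. Sums of counts are given with exact Poisson intervals and shares with exact Clopper-Pearson binomial intervals, both at the 95% level. They cover counting error only. Fractional counts were rounded to whole numbers for the intervals, for thinning and for the scaling factors. A share of 0 was given the limit that 3 counts of the total allow.

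Titles carry a letter from A to D and a number from 1 to 12, in both groups. Their meaning is not given. The 4 lettered sets were used to see whether a difference had the same sign in each, and they are not replicates. A list median or gene is called only where its sign was the same in all 4 sets.

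Cells were kept with at least 50000 counts and at least 1000 genes with a count. No doublet caller was run, since each library comes from 1 sorted cell. For genes per cell, phases and correlations between cells, each cell was thinned at random to 639000 reads. This number is percentile 10 of the totals of kept cells, rounded down to a multiple of 1000. It left out 4 control and 3 RO-3306 cells.

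For gene-level values, counts were summed over the kept cells of a group and divided by the group total and scaled to a total of 1e6, which gives CPM. The ratio of the groups is log2 of RO-3306 CPM over control CPM, with a pseudocount of 1 CPM added to both, which understates the change of low genes. List medians used genes with a mean of at least 5 CPM over the groups. Each median was placed among 10000 random lists of the same size, drawn from the same 20 bins of mean expression. A second placement used 5 bins of expression crossed with 5 bins of mRNA length. These percentiles describe the libraries only. Lists for S phase, G2/M phase, p53 targets, the unfolded protein response, cyclins and kinases, alveolar type II, alveolar type I, epithelial, mesenchymal and housekeeping genes were fixed before the data were examined. Lists of macrophage, lysosome, NRF2 target and sex chromosome genes were written after the gene-level ratios had been seen, from genes whose values had not been looked at.

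Genes with the largest changes were taken by a rule fixed before the data were examined. It took the 5 highest and the 5 lowest ratios among genes with a mean of at least 50 CPM. A gene also needed a count in at least 25% of the cells of the higher group, and the same sign in all 4 lettered sets and in the mean over cells of per-cell CPM. Genes of the fixed lists were added where needed. Other genes named in the text were chosen after their values were seen.

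Phases were called with scanpy 1.11.5 from log-transformed CPM of thinned counts. Scaling factors came from edgeR 4.0.16 (TMM) and DESeq2 1.42.0 in R 4.3.3, as alternatives only. The rest used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. mRNA length and GC content were taken by symbol from GENCODE M21 transcripts, which belong to an older assembly. Each is the median over all coding transcripts of a symbol, short ones included, or over all transcripts where none is coding. It can therefore lie below the length of the transcript that a cell uses. No coordinates were taken from that set. A length was found for 97.2% of the 9374 genes of at least 5 CPM.

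The gene-level steps were tested on simulated cells drawn from the real means and library sizes, for the comparison of RO-3306 with control. Of 9282 simulated genes of at least 5 CPM, 194 carried a known change, and 100% of these had the right sign, with a median absolute error of 0.28 on the log2 scale. A list of raised genes lay at percentile 100 and a list of unchanged genes at percentile 22.7. The spread between simulated cells was a set value, not taken from the real cells, and no length trend was included. These results hold for that setting only and do not give the error for genes found in part of the cells.

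The alternatives changed the cells kept, left out each lettered set, weighted cells equally, thinned before summing, and varied the scaling, the pseudocount and the CPM minimum. A further cell filter and a correction for mRNA length were added after the data were seen. A list median or gene ratio was taken as moved when it left the 95% range of 200 Poisson draws of the summed counts. For a median over cells the limit was its exact binomial interval, for a share its binomial interval, and for correlations any change of the third decimal.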

Results

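Single-cell expression was measured in 96 libraries of the mouse C10 line, 48 from untreated control cells and 48 from cells treated with RO-3306. The compound is sold as an inhibitor of CDK1, a kinase that drives entry into mitosis. The labelled dose of 10 nM is below those commonly used, and whether CDK1 was inhibited cannot be read from these files. The comparison asks how transcripts of single cells differed between the groups. Total counts ranged from 5 to 6457215 in control libraries and from 2320 to 5321880 in RO-3306 libraries. The minimum of 50000 counts and 1000 genes kept 29 control cells, or 60.4% (95% interval 45.3% to 74.2%). It kept 37 RO-3306 cells, or 77.1% (62.7% to 88.0%), and these intervals overlap. By title letter, 10, 8, 6 and 5 control cells were kept in sets A, B, C and D, against 10, 10, 11 and 6 RO-3306 cells. The median total of kept cells was 1753427 counts in control and 2234309 in RO-3306. Summed over kept cells, there were 66034079 control counts and 92828839 RO-3306 counts. With no replicate cultures named, no difference below has a replicate check, and all intervals cover counting error only.

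**Figure D1:**
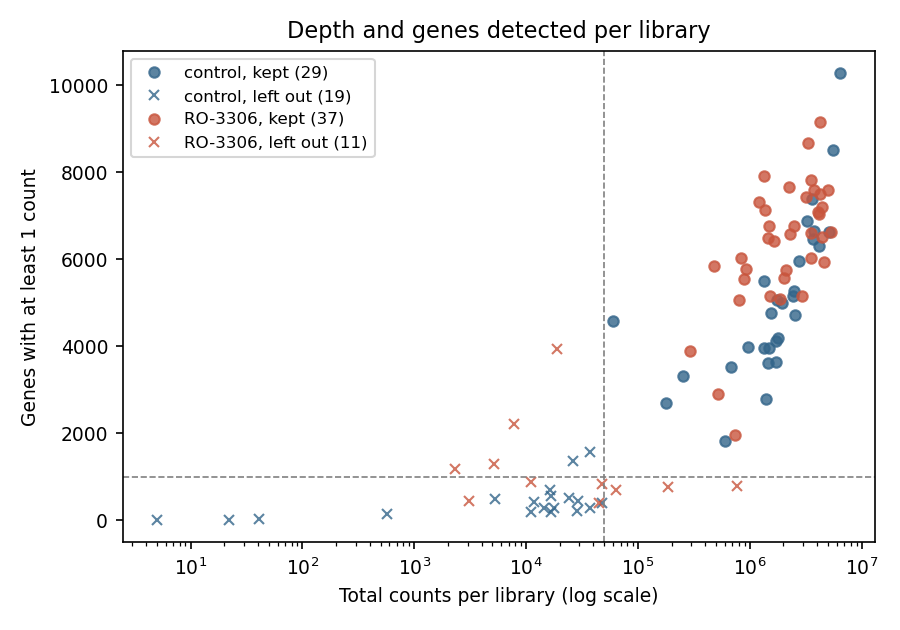
Total counts per library (log scale) against genes with at least 1 count, for control and RO-3306 libraries, with circles for kept cells, crosses for libraries left out and dashed lines at 50000 counts and 1000 genes. The 29 kept control cells and 37 kept RO-3306 cells lie above both lines, and most libraries left out hold fewer than 1000 genes.

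At equal depth, the median control cell had 4586 genes with a count (25 cells, quartiles 3715 and 5443) and the median RO-3306 cell had 5953.5 (34 cells, quartiles 5419 and 6574.5). At full depth the medians were 4764 and 6576. Of the alternatives, requiring 5 counts per gene moved the medians most, to 3686 and 5127, with the same order. The median mitochondrial share of counts was 3.40% in control cells and 4.42% in RO-3306 cells. In the summed counts it was 3.31% (3.31% to 3.32%) and 4.93% (4.93% to 4.94%). One kept RO-3306 cell, B3, had a mitochondrial share of 56.0%. Leaving out cells above 20% lowered the summed RO-3306 share to 4.77%.

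Across the 9374 genes of at least 5 CPM, the median log2 ratio of RO-3306 over control was -0.22, with quartiles of -0.98 and 0.43. Among the 3702 genes of at least 50 CPM it was -0.09. The median over all these genes is set by the scaling. TMM factors raise log2 ratios by up to 0.21 and DESeq2 size factors by up to 0.24, and by less for genes near the pseudocount. The median came to -0.01 and 0.01. Ratios below are relative to total counts, and a ratio smaller than this shift has no settled sign.

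The 5 highest ratios under the fixed rule were those of Cd68, Gm3776, Gsta1, Gsta2 and Aldh3a1. Positions are gene spans on GRCm39. Cd68 (chromosome 11, 69555039 to 69556996) had 0.0757 CPM in control (0.0246 to 0.177), from 5 counts in 1 of 29 cells, and 320 CPM in RO-3306 (316 to 323), with a count in 35 of 37 cells. The ratio was 4224 (1810 to 13008), but its size rests on that cell, B12. Without it the control count is 0 and the ratio has no upper limit. In the 4 lettered sets the log2 ratio was between 7.997 and 8.43. Control was at 0 in sets A, C and D, so the pseudocount sets those values, which are lower limits. At equal depth 1 of 25 control cells and 33 of 34 RO-3306 cells had a Cd68 count. Aldh3a1 (chromosome 11, 61099336 to 61109244) rose from 61.9 CPM (60.0 to 63.8) to 650.0 CPM (645 to 655), with counts in 11 of 29 and 33 of 37 cells.

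Gsta1 (chromosome 9, 78137951 to 78149965), Gm3776 (78164411 to 78176448) and Gsta2 (78238300 to 78254474) are neighbours on chromosome 9. Their counts were fractional in 81.6%, 89.2% and 89.5% of the libraries that had any, so reads were shared with similar sequences and their separate values are uncertain. Summed over the 3 genes, control cells had 4.30 CPM (3.82 to 4.83) and RO-3306 cells 710 CPM (705 to 716), a ratio of 165 (147 to 186). Of the cells, 3 of 29 and 35 of 37 had such a count. The size of the ratio rests on 1 control cell, D9, which held 80.3% of the control counts. Without that cell, a check made after the values were seen, the ratio was 798 (613 to 1054), and without single lettered sets it was 95.045 to 862.

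The 5 lowest ratios included those of Tmem87a, Thbs1, Ccdc88a and Klhdc8a. Thbs1 (chromosome 2, 117942357 to 117957614) fell from 570 CPM (564 to 575) to 40.7 CPM (39.5 to 42.1), a log2 ratio of -3.77. Its ratio was between -5.42 and -0.09 in the lettered sets, and that of set A (-0.09) is smaller than the scaling shift, so its sign there is not settled. Without set B the pooled value was -2.27. The log2 ratio was -4.05 for Tmem87a (chromosome 2, 120185790 to 120234597), -3.63 for Ccdc88a (chromosome 11, 29323521 to 29460808) and -3.04 for Klhdc8a (chromosome 1, 132226268 to 132235095). These 3 genes rested on part of the cells. Tmem87a had counts in 11 of 29 control cells and 10 of 37 RO-3306 cells, and Ccdc88a in 17 and 12. With cells weighted equally the log2 ratio was smaller for Ccdc88a (-2.38), Klhdc8a (-2.62) and Thbs1 (-2.68). For Tmem87a it was larger, at -4.78. Part of these falls goes with gene length, described below. With the median of genes of like mRNA length subtracted, the log2 ratio was -2.88 for Thbs1 and -2.36 for Klhdc8a. It was -3.51 for Ccdc88a and -3.67 for Tmem87a.

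**Figure D2:**
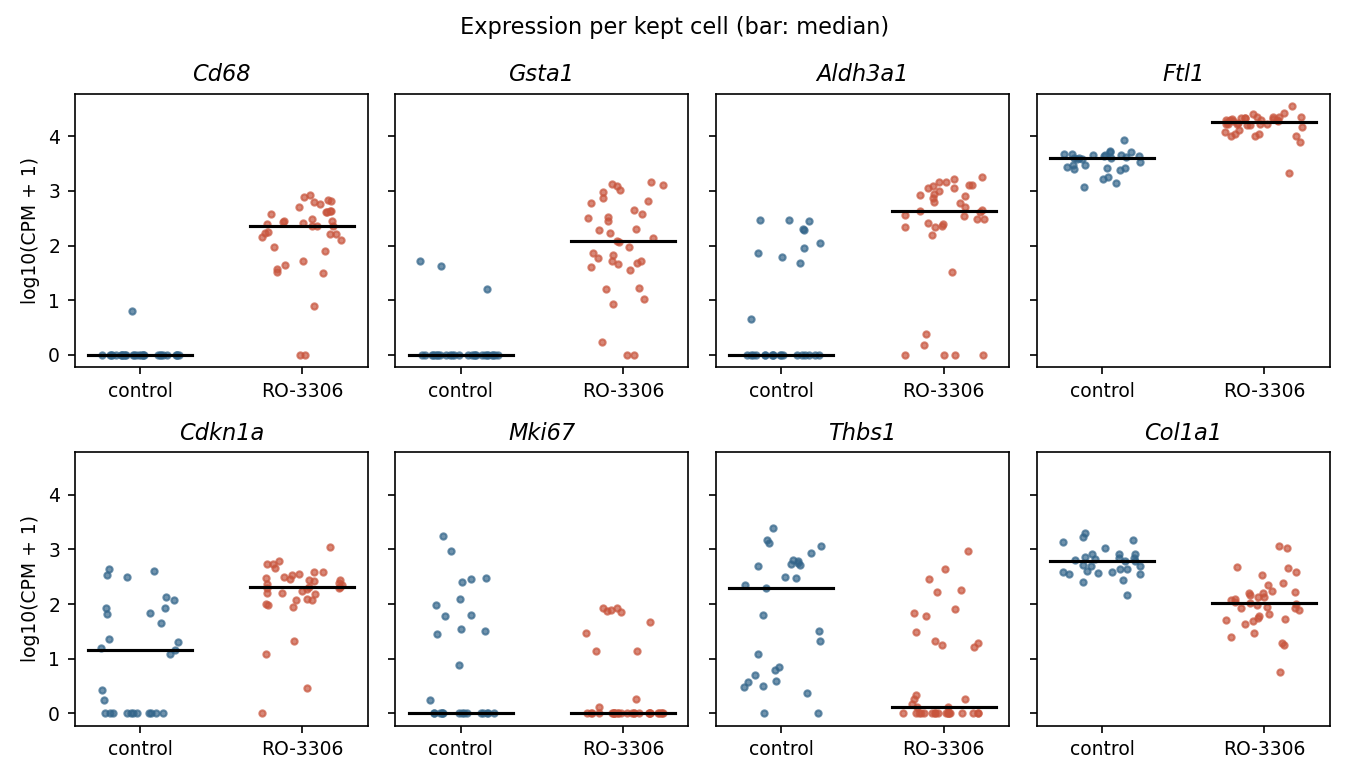
Expression per kept cell, as log10(CPM + 1), for 8 genes in control (29 cells) and RO-3306 (37 cells), with a bar at each median. Cd68 and Gsta1 are at 0 in nearly every control cell and above it in 35 of 37 RO-3306 cells, while Mki67 has a median of 0 in both groups.

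Gene ratios depended on gene length. The median log2 ratio was 0.08 among the 10% of genes with the shortest mRNA and -0.90 among the 10% with the longest. Across the 9115 genes with a length, Spearman's correlation of ratio and mRNA length was -0.286. That with gene span was -0.262. Within single lettered sets the correlation with mRNA length was negative but weaker, at -0.118, -0.239, -0.0581 and -0.114 in sets A to D. Genes are not independent replicates. The geometric mean mRNA length of the genes that a cell's reads fell on was also lower in RO-3306. Its median was 1397 nt in 25 control cells (range 1328 to 1572) and 1261 nt in 34 RO-3306 cells (range 1150 to 1386). It was lower in RO-3306 in each of the 4 lettered sets, by ratios of 0.859 to 0.927. List values are therefore also given against random lists matched on mRNA length. The lengths are medians over annotated transcripts, so this matching may be incomplete.

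**Figure D3:**
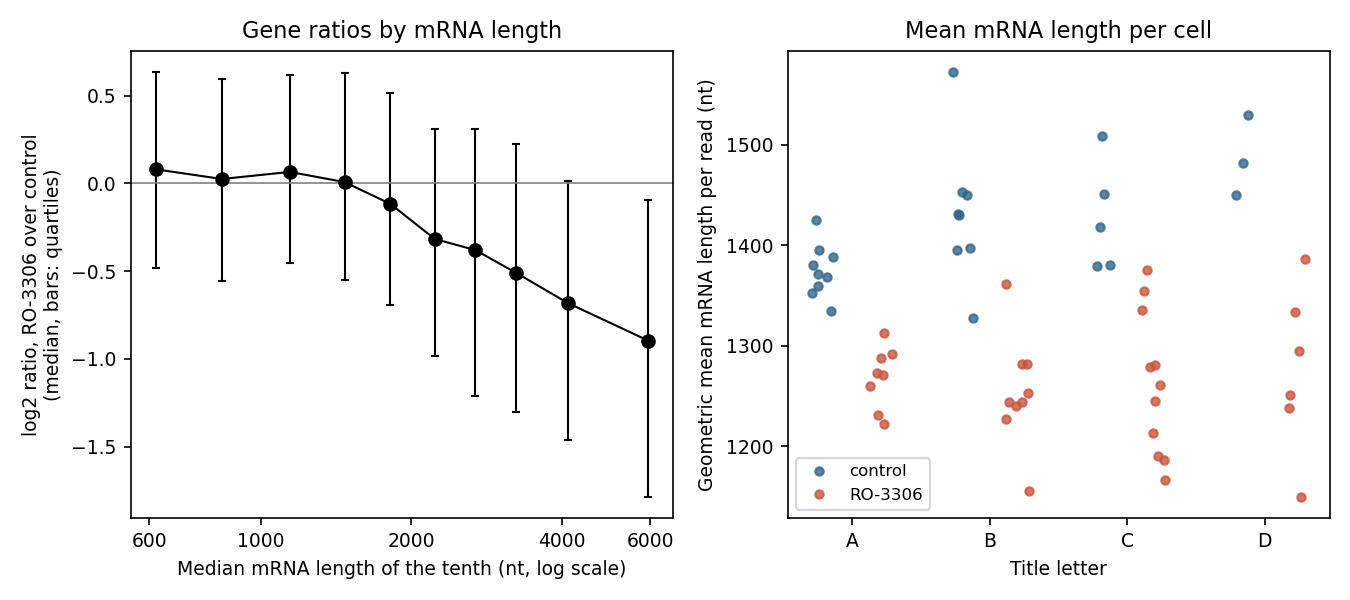
Left, median log2 ratio (bars are quartiles) for 10 equal groups of genes by mRNA length, on a log axis in nt. Right, geometric mean mRNA length per read for each thinned cell, by title letter and group. The medians fall from 0.08 to -0.90, and the control median of 1397 nt lies above the RO-3306 median of 1261 nt.

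For the cell cycle lists, the S phase list had a median log2 ratio of -0.59 over 41 genes, at percentile 0.59 of random lists and 1.45 of length-matched ones. Of these genes, 31 were lower and 10 higher in RO-3306. The list was lower in sets A, B and D (-0.32, -1.05 and -0.41) and higher in set C (0.60). Thinning before summing moved it most on one side, to -0.71, and DESeq2 size factors on the other, to -0.37. The G2/M phase list had a median of -0.28 over 54 genes, at percentile 13.1, or 33.1 with length matching. Its signs disagreed. The mean over genes was -0.36, whereas the summed CPM of the list was 9400 in control and 9595 in RO-3306, a log2 ratio of 0.03. The median was below 0 in set B alone (-0.74) and above 0 in sets A, C and D (0.13, 0.96 and 0.11). Without set B it was 0.23. No direction was therefore called for either list.

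Per cell at equal depth, the S phase list summed to a median of 4801 CPM in control (quartiles 3185 and 5427) and 2797 CPM in RO-3306 (quartiles 2283 and 3937). The G2/M list summed to 8034 CPM (quartiles 5624 and 12651) and 9735 CPM (quartiles 7478 and 12035). Phase calls at equal depth placed 11 of 25 control cells in G2/M, or 44.0% (24.4% to 65.1%), and 23 of 34 RO-3306 cells, or 67.6% (49.5% to 82.6%). S phase was called in 44.0% (24.4% to 65.1%) and 23.5% (10.7% to 41.2%). G1 was called in 12% (2.55% to 31.2%) and 8.82% (1.86% to 23.7%). Each pair of intervals overlaps. Overlap is no test of a difference, and none was made because cells are not replicates. The G2/M share was higher in RO-3306 under all 10 alternatives, with intervals that overlapped in 9. The filters on mitochondrial share and on genes expected in 2000 reads left the same thinned cells, so they could change nothing here. Without set B they lay apart, at 23.5% (6.81% to 49.9%) and 80% (59.3% to 93.2%). At full depth the G2/M shares were 44.8% and 73.0%, and with summed list CPM as the score they were 32% and 47.1%.

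**Figure D4:**
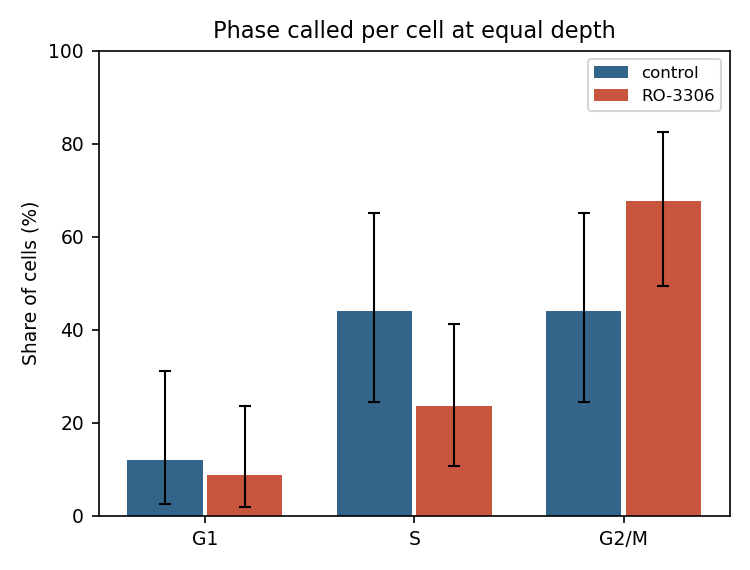
Share of cells called in each phase at equal depth for control (25 cells) and RO-3306 (34 cells), with 95% exact binomial intervals as bars. The G2/M shares are 44.0% and 67.6%, with overlapping intervals.

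Single cell cycle genes moved in different directions. Mki67 fell from 105 to 12.5 CPM, a log2 ratio of -2.98, and was lower in every lettered set. It had a count in 14 of 29 and 11 of 37 cells. Its highest control cells, C3 and D8, had 1727 and 928 CPM. Subtracting the median of genes of like mRNA length brought its ratio to -2.08. Ccna2 fell from 162 to 88.0 CPM (-0.87, or -0.49 after that subtraction). By contrast, a count was found in 16 of 29 control cells and 29 of 37 RO-3306 cells. Its ratio in set B (-0.17) is smaller than the scaling shift, so its sign there is not settled. Ccnb2 rose from 240 to 414 CPM (0.78), Ccnd1 from 63.5 to 168 CPM (1.39) and Cdkn1a from 78.9 to 287 CPM (1.85), each with the same sign in all 4 sets. Ccnb1 was at 245 CPM (241 to 248) and 249 CPM (246 to 253), close in the sums, although 16 of 29 control cells and 32 of 37 RO-3306 cells had a count. Its log2 ratio was 0.82 without set B and -0.42 without set A. Cdk1 had 564 and 504 CPM, a log2 ratio of -0.16 that became 0.05 with TMM factors. Cdk2 was at 0 in every kept cell, and its span lies wholly inside other gene spans, where reads are left uncounted. The list of cyclins and kinases had a median of -0.52 over 12 genes, at percentile 5.09, or 11.6 with length matching, with signs that differed between lettered sets.

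The p53 target list had a median log2 ratio of 1.001 over 15 genes, at percentile 100 of both kinds of random list, with 12 genes higher and 3 lower. Its medians in sets A to D were 0.74, 1.55, 1.03 and 1.63. The mean over cells of per-cell CPM gave the lowest value, 0.52. Besides Cdkn1a, Mdm2 rose from 74.0 to 233 CPM, Ccng1 from 241 to 661 CPM and Bax from 193 to 492 CPM. At equal depth the list summed to a median of 1205 CPM per control cell (quartiles 909 and 2013) and 2431 CPM per RO-3306 cell (quartiles 1815 and 3120).

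The unfolded protein response list had a median of -0.22 over 12 genes, equal to that of all genes, and lay at percentile 20.2, or 23.7 with length matching. Its mean was 0.00, its sign differed between lettered sets, and DESeq2 size factors brought the median to 0.01. Ddit3 and Hsp90b1 moved far apart. Ddit3 rose from 60.9 CPM (59.0 to 62.8) to 566 CPM (561 to 571), a log2 ratio of 3.19, with a count in 17 of 29 and 36 of 37 cells. Hsp90b1 fell from 875 to 310.5 CPM (-1.49). Both kept their sign in the 4 sets. With cells weighted equally both changes were smaller, at 2.69 for Ddit3 and -0.96 for Hsp90b1.

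**Figure D5:**
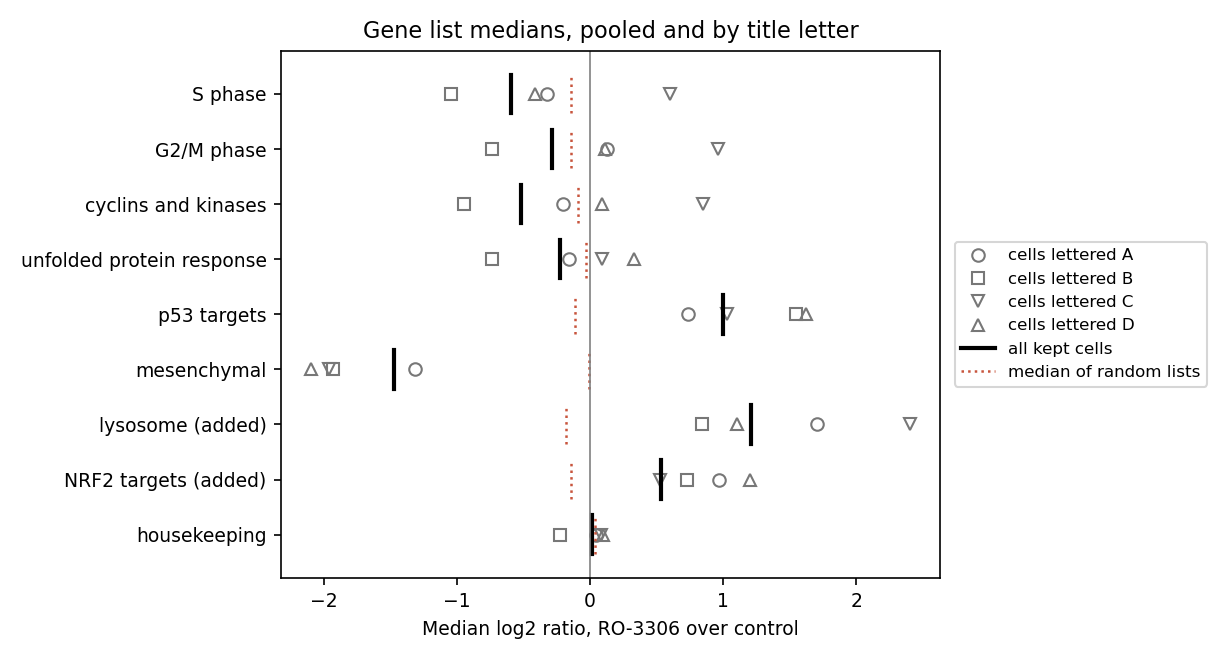
Median log2 ratio of RO-3306 over control for 9 gene lists, for all kept cells (black bars), for each lettered set (open symbols) and for the median of random lists matched on expression (dotted bars). The lists marked added were written after the ratios had been seen. The p53, mesenchymal, lysosome and NRF2 medians keep 1 sign in all 4 sets, and the S phase and G2/M medians do not.

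Surfactant and epithelial marker genes were near absent in both groups. Sftpa1, Sftpc, Sftpd and Slc34a2 had no count in any of the 29 control or 37 RO-3306 cells, which allows up to 10.3% and 8.11% of cells with a detected count and sets no limit on RNA below detection. Sftpb had a count in 0 and 1 cells. The alveolar type II list summed to 23.5 CPM in control and 27.7 CPM in RO-3306, most of it from Lpcat1 and Abca3, with any count in 65.5% (45.7% to 82.1%) and 67.6% (50.2% to 82.0%) of cells. The epithelial list (Epcam, Cdh1, Krt8, Krt18, Krt19 and Cldn4) summed to 1.78 and 0.978 CPM, with any count in 34.5% (17.9% to 54.3%) and 27.0% (13.8% to 44.1%) of cells. At equal depth these shares were 12% (2.55% to 31.2%) and 14.7% (4.95% to 31.1%). The alveolar type I list summed to 1170 and 1009 CPM, mainly from Cav1 at 1111 and 963 CPM, with any count in 28 of 29 and 36 of 37 cells, and its median of -0.21 lay at percentile 46.9, or 37.9 with length matching. Aqp5 of that list lies wholly inside other gene spans and was at 0.

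Mesenchymal genes were abundant. Their list summed to 5579 CPM in control and 2523 CPM in RO-3306, with a count in every kept cell, and its median log2 ratio of -1.47 lay at percentile 0 of random lists and 0.07 of length-matched ones. Col1a1 fell from 714 to 127 CPM (-2.48), Col3a1 from 603 to 83.6 CPM (-2.84) and Vim from 2427 to 1264 CPM (-0.94), with the same sign in all 4 sets. The other 3 genes changed sign between sets. Fn1 fell from 729 to 182 CPM but was at 0.06 in set A, Acta2 was higher in sets B (0.32) and D (1.18), and Cdh2 was higher in set B (2.08). The mRNA length used for Col3a1 was 737 nt, a median over its transcripts, so its matching on length is uncertain. Subtracting the median of genes of like mRNA length brought the list median to -0.96. Weighting cells equally brought it to -1.08, with Col1a1 at -1.89, Col3a1 at -1.58 and Fn1 at -0.58. The size of these falls therefore depends on how cells are weighted. Those of Cdh2 (means over cells of 75.8 and 30.7 CPM) and Acta2 (1043 and 801 CPM) were not smaller. Of the 8 housekeeping genes, 7 were measured, with a median of 0.02 at percentile 46.5, or 49.1 with length matching. TMM factors brought the median to 0.23. Actb was lower in all 4 sets (-0.70) and Gapdh higher (0.49).

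Cells of the RO-3306 group resembled each other more than control cells did. The median Pearson correlation across 16411 genes, at equal depth, was 0.528 over 300 pairs of control cells, 0.657 over 561 pairs of RO-3306 cells and 0.566 over 850 pairs of 1 cell from each group. Restricting to genes of at least 50 CPM moved these most, to 0.355, 0.476 and 0.356, with pairs of RO-3306 cells again the highest.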

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

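The tests below on leaked reads were chosen after the results were seen. The test on mitochondrial libraries was not.

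Libraries left out for few counts or few genes still carried genes that marked the kept RO-3306 cells. Cd68 had 4 counts in 3 of the 11 left-out RO-3306 libraries and 0 counts in the 19 left-out control libraries. The 19 control libraries hold 341166 counts in all, so a count of 0 allows up to 8.79 CPM, above the 3.44 CPM (0.937 to 8.81) of the RO-3306 libraries. Reads leaking between libraries are a candidate explanation. They would reach control libraries too, and 1 of all 48 control libraries had a Cd68 count (2.08%, interval 0.0527% to 11.1%) against 27.3% (6.02% to 61.0%) of the left-out RO-3306 libraries. The intervals overlap and the counts are few, so leaked reads and a cell's own RNA cannot be told apart for these 4 counts.

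Gsta1 had 439 counts in the left-out RO-3306 libraries and 0 in the left-out control libraries. Nearly all lay in 1 library, D4, with 429.5 counts, which also held 710.5 counts of Aldh3a1. The other 10 libraries held 9.75 Gsta1 counts together. Leaked reads would be spread over the libraries, so this value argues against them as the source of the counts in D4. The counts of Gsta1 include reads shared with its neighbours. That D4 held RNA of a treated cell at low complexity stays open.

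The mitochondrial share was 84.5% in RO-3306 library C12 and 87.3% in RO-3306 library D5, both left out with under 1000 genes, against at most 20.3% in any control library. A candidate explanation is loss of cytoplasmic RNA before or during lysis, with mitochondria retained. In 5000 nuclear-coded reads, the 2 libraries would hold at most 646 genes, while kept RO-3306 cells would hold 1108 to 2341. Few genes is itself the reason D5 was left out, and C12 also had under 50000 counts, so the filter fixes this outcome and the test decides nothing. A treatment effect on some cells was not tested.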

How the results depend on the processing

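The filter on genes expected in 2000 reads, the length correction and the sums of the Gsta1 family without cell D9 were chosen after the results were seen. Of 794 recomputed values over 63 results, 339 moved by less than their counting limits, 455 moved by more, and 0 turned the sign of a called value. Values were called only where all 4 lettered sets had the same sign, so that choice largely fixes this count of 0. Changes of sign in values not called were counted as moved. The Cdk1 ratio was below 0 under 13 alternatives and above 0 under 3, and the Ccnb1 ratio under 2 and 14. The limits are narrow, because the sums are large. No paired analysis was possible because each group is 1 sample, and the meaning of the title positions that both groups share is not given.

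With every deposited cell, the median over all genes was -0.24, the summed mitochondrial share was 3.30% in control and 5.65% in RO-3306, and the share of control cells with a count fell to 41.7% for the alveolar type II list, 64.6% for the alveolar type I list and 75% for the mesenchymal list. For the alveolar type I list it fell to 85.4% in RO-3306. With at least 3000 genes per cell, the medians were -0.23 for all genes, -0.50 for S phase and -0.46 for G2/M, with mitochondrial shares of 3.30% and 4.88%. With a mitochondrial share of at most 20%, all genes had a median of -0.22 and RO-3306 a summed share of 4.77%. Keeping cells with at least 700 genes expected in 2000 reads, a filter added after the data were seen, gave shares of 3.31% and 4.77%.

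Leaving out each lettered set in turn gave -0.23 to -0.17 for all genes, -0.67 to -0.44 for S phase, 0.92 to 1.21 for p53 targets and -0.34 to -0.10 for the unfolded protein response. The G2/M median ran from -0.55 without set A to 0.23 without set B, so its sign depends on set B. Without set B the G2/M share of control cells was 23.5%, the lowest, and that of RO-3306 cells 80%, the highest. Only then did the intervals of these shares lie apart. The summed mitochondrial share ran from 3.08% to 3.45% in control and from 4.69% to 5.11% in RO-3306.

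Weighting cells equally by per-cell CPM gave -0.18 for all genes, 0.0526 for G2/M, 0.52 for p53 targets and -0.27 for the unfolded protein response. Leaving out the highest cell of each gene as well gave 0.0132 for all genes, -0.48 for S phase, 0.16 for G2/M and -0.24 for the unfolded protein response. The G2/M median was thus above 0 under both, so its sign also depends on how cells are weighted.

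TMM factors gave -0.00933 for all genes, -0.39 for S phase, -0.0764 for G2/M, 1.19 for p53 targets and -0.0112 for the unfolded protein response. DESeq2 size factors gave 0.0149, -0.37, -0.0521, 1.21 and 0.0134. Both shift ratios up by a near constant amount by construction, less so for genes near the pseudocount. Thinning before summing gave -0.20 for all genes, -0.71 for S phase, 0.88 for p53 targets and -0.18 for the unfolded protein response. A pseudocount of 0.1 CPM gave -0.23 for all genes. One of 10 CPM gave -0.17, with -0.52 for S phase and 0.89 for p53 targets. A minimum of 20 CPM gave -0.66 for S phase, 1.11 for p53 targets and -0.37 for the unfolded protein response.

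Subtracting the median of genes of like mRNA length, added after the data were seen, gave -0.38 for S phase, -0.045 for G2/M, 1.32 for p53 targets and -0.27 for the unfolded protein response. The S phase median was below 0 and the p53 median above 0 under all 18 alternatives. Except where construction is named, the cause was not tested.

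Genes per cell fell to 3686 and 5127 with at least 5 counts and rose to 6576 in RO-3306 at full depth. Scoring phases by summed CPM of the lists moved RO-3306 cells to 29.4% in G1 and 47.1% in G2/M. Requiring 5 counts lowered the share of cells with a count to 34.5% for the alveolar type II list in control, and to 17.2% in control and 10.8% in RO-3306 for the epithelial list. Correlations within control, within RO-3306 and between groups were 0.355, 0.476 and 0.356 for genes of at least 50 CPM, 0.475, 0.598 and 0.510 with Spearman's coefficient, and 0.538, 0.672 and 0.575 at full depth.

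Each of the 10 genes taken by the fixed rule kept its direction under all 16 of its alternatives. The rule already required the same sign in all 4 lettered sets and in the mean over cells. Leaving out a set or weighting cells equally could therefore hardly turn the direction. The scaling factors shift ratios by at most 0.24, far less than these ratios, and a pseudocount cannot change which group is higher. These alternatives therefore show the size of the ratios and do not test their direction. The widest ranges were 5.03 to 10.83 for Cd68 and 3.47 to 8.09 for Gsta2, both set by the pseudocount because control cells held few counts. Thbs1 ran from -5.12 without set A to -2.27 without set B. Depth limits genes near 0 most. A gene with no count in 29 control cells may still be detected in up to 10.3% of such cells, and RNA below detection is not limited by this.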

Other observations

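In this part, some tests were set down before their results were seen. They are those on intron-poor genes, on genes with 1 transcript, on cells of like mitochondrial share and on fractional Cd68 counts. Those on the summed Gsta1 family, on overlapping spans and on cells of like gene numbers were set down so as well. Limits came from the spread over cells or pairs of cells for mitochondrial share and gene numbers. Overlapping spans were judged by binomial intervals, the summed Gsta1 family had no limit, and the rest had fixed limits. All other tests of this part were chosen afterwards, as were the lists of lysosome, NRF2 target, macrophage and sex chromosome genes.

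The fall of gene ratios with length was examined first. It was weaker within each lettered set than in the pooled sums. Depth per cell argued against itself as the cause, since the correlation with mRNA length was -0.253 after every cell was thinned to the same depth. It was -0.281 over the 8792 genes left without the 100 most abundant genes and the genes of ribosomal proteins and oxidative phosphorylation. A rank correlation over so many genes can hardly move when so few are left out. This value therefore decides nothing about abundant short genes. The correlation with GC content was 0.0425. Fewer intronic reads alone would leave no trend among genes with little intron. Yet among 247 genes whose span is under 1.5 times their mRNA the correlation was -0.221. Genomic reads would follow the span of these genes too, so this value decides nothing about them. Among cells with a mitochondrial share of 3 to 5%, the ratio of the groups in mean mRNA length was 0.918, so cells rich in mitochondrial RNA do not account for it. Shorter cDNA or RNA in the RO-3306 libraries is a candidate explanation. It predicts no trend with span at a fixed mRNA length. Among 2205 genes with 1 annotated coding transcript the median correlation with span within 10 bands of mRNA length was -0.0095 (range -0.127 to 0.0996), while that with mRNA length was -0.341. Over all 9115 genes the median within bands was -0.13 (range -0.287 to -0.0719), below 0 in all 10 bands and against that prediction, though mRNA length is less certain where a gene has several transcripts. The labels name 0 batches that hold cells of both groups, so a chip, library preparation or run that differed between the groups and the treatment cannot be told apart for this trend. A change of long transcripts by the treatment itself stays open too.

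Cd68, a glycoprotein of lysosomes and a common macrophage marker, was nearly confined to RO-3306 cells. Macrophage RNA argues against itself here. The summed level of Lyz2, Tyrobp, Fcer1g, C1qa, C1qb, C1qc and Laptm5 was 19.3 CPM in RO-3306 cells and 29.5 CPM in control, far below 320 CPM of Cd68. Of the 15 macrophage genes listed, 1 reached 5 CPM in control cells and 1 in RO-3306 cells. A few deep libraries do not explain it either, since 33 of 34 RO-3306 cells had a count at equal depth. Libraries with a Cd68 count within 1e-06 of a whole number held 59.9% of its RO-3306 counts. Split reads can also add up to a whole number, so this share decides nothing. The Cd68 count was fractional in 25% of libraries, below the median of 34.4% over the 3702 genes of at least 50 CPM. Fractions were thus no more frequent for Cd68 than for the median such gene. That does not rule out reads shared with a similar sequence. One hypothesis is a wider rise of lysosomal genes. A lysosome list that leaves out Cd68 had a median log2 ratio of 1.21 over 26 genes, at percentile 100 of random lists with and without length matching, with 22 genes higher, and values from 0.84 to 2.40 in the 4 lettered sets. Why lysosomal genes would rise was not tested.

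Gsta1, Gsta2, Gm3776 and Aldh3a1 might reflect higher expression of NRF2 targets. A list of other such targets had a median of 0.54 over 18 genes, at percentile 99.9, or 99.7 with length matching, with 13 genes higher. It kept its sign in all 4 sets, and the value was 0.24 when cells were weighted equally. Ftl1 and Fth1, which were not in the list, rose from 3730 to 17674 CPM and from 3065 to 11002 CPM. Sharing of reads within the Gsta1 family cannot make the difference, since the summed family had a ratio of 165.

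Grik3, a glutamate receptor gene, had a log2 ratio of 2.36 (70.9 to 369 CPM), with fractional counts in 100% of the libraries that had any. Its counts were a near-fixed share of those of Ftl1, with a median of 1.85% in control cells and 2.04% in RO-3306 cells, a ratio of 1.11. This is consistent with reads of Ftl1 split over several sites, one of them inside the span of Grik3, and the apparent rise of Grik3 may be that of Ftl1.

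B2m, used by nearly every cell, was at 0 in all kept libraries. Its span lies wholly inside other gene spans, as does that of Cdk2. Of 815 coding genes placed so, 815 were at 0, or 100% (99.5% to 100%), against 36.1% (35.3% to 36.9%) of coding genes with no overlap and 14.1% (13.2% to 14.9%) of the 6935 with spans partly inside others. The tool leaves reads over more than 1 gene span uncounted by default, so a 0 for a gene wholly inside others says nothing of its expression. Partial overlap gave no excess of zeros, and undercounting of such genes was not tested. Hspa5 of the unfolded protein response list has 81.0% of its span inside another gene. The list of sex chromosome genes is affected as well. Xist lies wholly inside other spans and was at 0. The list summed to 3.94 CPM in control and 4.21 CPM in RO-3306, nearly all from Ddx3y, whose counts were fractional in 82.5% of libraries. The sex of the line cannot be read from it.

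Pairs of RO-3306 cells were more similar than pairs of control cells by 0.129 in median correlation. More genes detected per RO-3306 cell could raise this. Among cells with 4500 to 6500 genes at equal depth (10 control and 21 RO-3306), the gap was 0.0685, so gene numbers may account for part of it. The median gene number still differed between these cells, at 5126.5 and 5544. Whether gene numbers account for the whole gap is therefore not decided.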
